A study of Mus musculus with 2 samples.

How the data were processed

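Single-cell RNA was measured with the 10x Genomics platform, which counts unique molecular identifiers (UMIs) per gene and cell, in 2 mouse tumours labelled as lung cancer xenografts of LLC cells. One library came from a control tumour and 1 from a tumour with a short hairpin RNA against Gfpt2, called the knockdown library here. The deposited values are whole-number UMI counts per gene and cell, made by the authors with Cell Ranger 6.1.0 per the file headers, with no normalisation. The genome build, the annotation and any filter on cells after Cell Ranger are not stated, so no coordinates are given. CPM, the field's depth-scaled count, was computed here from the deposited counts as the summed UMIs of a gene over the summed UMIs of all genes in the same cells and library. Both libraries list 34097 genes. Of these, 1499 are listed without a symbol of their own and 36 symbols are given to more than 1 identifier, so those were kept apart by identifier.

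The control library held 11977 cells with 165824226 UMIs, and the knockdown library held 12853 cells with 138402860 UMIs. The median cell had 10312 UMIs and 3259 detected genes in the control library and 7496 UMIs and 2752 detected genes in the knockdown library. Cells with fewer than 200 detected genes (34 control, 19 knockdown) and cells with more than 20% mitochondrial UMIs (164 control, 72 knockdown) were left out. Doublets were removed by rank: the cells with the highest Scrublet scores, at a rate in proportion to the number of cells in the library, which took 1148 control cells (9.59%) and 1322 knockdown cells (10.3%). Scrublet's own threshold marked 1088 control cells (9.08%) and 2810 knockdown cells (21.9%). After these steps 10662 control and 11450 knockdown cells were kept, and every share of cells below uses kept cells or a named part of them as its denominator.

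Both libraries were clustered together without integration, with Python 3.11.15, scanpy 1.11.5, numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, igraph 0.11.9 and leidenalg 0.10.2. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were taken without Gfpt2 and the mitochondrial genes, and 30 principal components gave a graph of shared neighbours (15 neighbours, smallest overlap 0.0667) for Leiden clustering at resolution 1. This gave 27 clusters. A cluster took the name of the class with the most of its fixed markers (19 marker lists) when at least 3 markers were at least 2-fold above the other cells, with a pseudocount of 0.05, and detected in at least 10% of its cells, and when no other class had more markers among its top 10 genes. Names are given as "-like" because they rest on these markers alone. Clusters in which at least 50% of cells passed Scrublet's own threshold were left unnamed as mixed. The rule for the Xist-negative compartment was made after the data were seen: clusters whose best match was no leukocyte or endothelial class, or which had fewer than 3 markers of it, with Ptprc (the leukocyte antigen CD45) in under 15% of cells and a mean of under 0.5 Xist UMIs per 10000. It covered 11 clusters, 3 of them with at least 3 fibroblast markers and 1 with at least 3 of the 13 LLC markers. Clusters outside the compartment with low UMI counts (a median under the library median divided by 3) and no marker of their best class among their top 10 genes were left unnamed. The compartment was assigned before that rule, so cluster 14, with medians of 1508 control and 1726 knockdown UMIs and no such marker, stayed in it. Leukocyte names went to 10 clusters and an endothelial name to 1 cluster, while 5 were left unnamed, 3 of them as mixed. The compartment stands for the tumour-like cells of the plan, since Krt8, Krt18 and Epcam of that list were nearly absent. T- and NK-like cells were clustered again into 13 sub-clusters, with fewer variable genes and components, and named from 6 further marker lists. No sub-cluster was named naive T cell-like or innate lymphoid-like. An unnamed sub-cluster led by immunoglobulin genes (7 control and 25 knockdown cells) stayed among the T- and NK-like cells, since no B cell-like cluster was found.

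With 1 library per group there was no replicate check and no test was run. Counts and CPM are given with exact Poisson intervals and shares with exact Clopper-Pearson binomial intervals, both at 95%, and these cover counting error only. Ratios are knockdown over control, as log2 values for expression, with the range that the pair of intervals allows. Where a share was 0, the upper limit is 3 counts of the denominator. Expression was compared only in classes with at least 200 cells in each library, which were the Xist-negative compartment (5779 control, 6190 knockdown), macrophage-like cells (3358, 2892) and T cell-like cells (727, 566). NK-, dendritic- and monocyte-like cells had fewer in at least 1 library. The genes named per class were the 5 with the highest and the 5 with the lowest log2 ratio among genes with at least 100 UMIs in 1 library and at least 50 CPM in the higher library. Mitochondrial, haemoglobin, immunoglobulin and T cell receptor segment genes were left out, as were genes whose pooled CPM was more than 5-fold below that of another class, as possible free RNA.

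Fixed gene lists (13) were compared by the median log2 ratio of their genes with at least 20 UMIs, by its percentile among 10000 random lists matched in 20 bins of mean expression, and by a counting range from 200 Poisson redraws. The neutrophil state list (19 genes) was not computed because no neutrophil-like cluster was found. An early response list of 20 genes was added after the data were seen. The interferon list shares 1 gene with the chemokine list and 1 with the inflammatory list. The chemokine list shares 3 genes with the inflammatory list, 3 with the alternative macrophage list and 1 with the glycolysis list. The checkpoint list shares 2 genes with the inflammatory list and 1 with the alternative list. The T cell effector list shares 1 gene with the inflammatory list, and the glycolysis list shares 1 with the alternative list. Ligand and receptor levels were read from 25 fixed pairs in 4 directions between classes, and 11 combinations passed, in which both genes had at least 50 CPM in the higher library and met the same free-RNA rule. Each list was computed in the classes it describes.

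The class markers, gene lists, pairs, thresholds for named genes and most alternatives were fixed before the data were examined. The alternatives tried were at least 500 detected genes, at most 10% mitochondrial UMIs, no doublet removal, Leiden resolutions of 0.5 and 2, 20 principal components, each library clustered alone, every cell weighted equally, scaling by TMM (R 4.3.3, edgeR 4.0.16) or by the median of ratios, and other count filters for lists. Both scalings shifted every log2 ratio down, by 0.07 in the compartment, 0.03 in macrophage-like and 0.05 in T cell-like cells. Alternatives chosen later were Scrublet's own threshold, the compartment without the Krt16 cluster (cluster 17) or without clusters with fibroblast markers, unnamed clusters left out of the denominator, and a clustering without genes that lead a cluster or differ by at least 0.5 (log2) within a class. That clustering left out 1717 genes, and its clusters were matched to the main ones by shared cells, with an overlap (Jaccard) of at least 0.3. For tests on depth, cells were thinned to 2000 UMIs (macrophage-like) or 5000 UMIs (compartment), cells below that depth were left out, and each thinned cell was given to the cluster whose mean profile it correlated with best. The expression and list methods were tested on simulated data: with 200 changed genes among 16988 in the compartment, 99.5% of the ranges over all genes held the true value, and unchanged lists passed the 95th percentile in 5% of 200 draws. The ranges of ratios are thus wider than 95% ranges. Each simulated gene was drawn on its own, without genes that move together or changes in cluster shares. Genes of a real list can move together, so its percentile can be more extreme than this 5% implies. Figures were drawn with matplotlib 3.10.9.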

Results

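The tumours were grown from LLC, a mouse Lewis lung carcinoma line, and the series asks how a knockdown of Gfpt2 bears on the immune cells of the tumour and on communication between cells. Gfpt2 encodes an enzyme of the hexosamine pathway. Each group had 1 library, so no difference below could be set against a spread between replicates, and the 95% intervals given cover counting error only. The 10662 kept control cells held 138972698 UMIs and the 11450 kept knockdown cells held 118570545 UMIs.

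Gfpt2 (ENSMUSG00000020363) was examined first because it checks the group labels. Over all kept cells it had 244 UMIs in the control library and 68 in the knockdown library. Its level was 1.76 CPM (1.54 to 1.99) in the control library and 0.573 CPM (0.445 to 0.727) in the knockdown library, a log2 ratio of -1.61 (-2.16 to -1.09). The alternative that moved this ratio most, Scrublet's own doublet threshold, gave -1.71. In the Xist-negative compartment, which holds the cells without leukocyte or endothelial markers, the level was 2.16 CPM (1.89 to 2.45) in the control library and 0.629 CPM (0.479 to 0.811) in the knockdown library, a log2 ratio of -1.78 (-2.35 to -1.22). Leukocyte-like cells had 1 and 2 Gfpt2 UMIs in the control and knockdown libraries, or 0.0401 and 0.119 CPM, which is the background of free RNA for this gene.

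Most Gfpt2 UMIs of the control library came from 1 cluster. Cluster 17, whose cells carried Krt16, held 70.9% of the control Gfpt2 UMIs and 2.94% of the knockdown Gfpt2 UMIs. It contained 245 control cells and 19 knockdown cells, so nearly all of it came from 1 library and it was not compared as a type of cell. Its Gfpt2 level was 29.1 CPM (24.96 to 33.8) from 173 UMIs in the control library and 6.11 CPM (0.739 to 22.1) from 2 UMIs in the knockdown library, a log2 ratio of -2.25 (-5.52 to -0.18). Cluster 4 had 2.64 CPM (1.71 to 3.9) in the control library and 0.913 CPM (0.511 to 1.51) in the knockdown library, a log2 ratio of -1.53 (-2.93 to -0.18). In the whole compartment outside cluster 17, cluster 4 included, the level was 0.642 CPM (0.499 to 0.814) from 68 UMIs in the control library and 0.610 CPM (0.462 to 0.790) from 57 UMIs in the knockdown library. That log2 ratio was -0.07 (-0.82 to 0.66), so over these cells as a whole a difference was not detectable at this depth. It lay between -0.81 with every cell weighted equally and 0.07 with each library clustered alone. Krt16 itself fell from 38.7 to 5.77 CPM in the whole compartment, and outside cluster 17 it was 2.41 CPM in the control library and 4.10 CPM in the knockdown library. Gfpt1, the paralog, was at 30.8 CPM in the control compartment and 32.0 CPM in the knockdown compartment, a log2 ratio of 0.06.

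**Figure D1:**
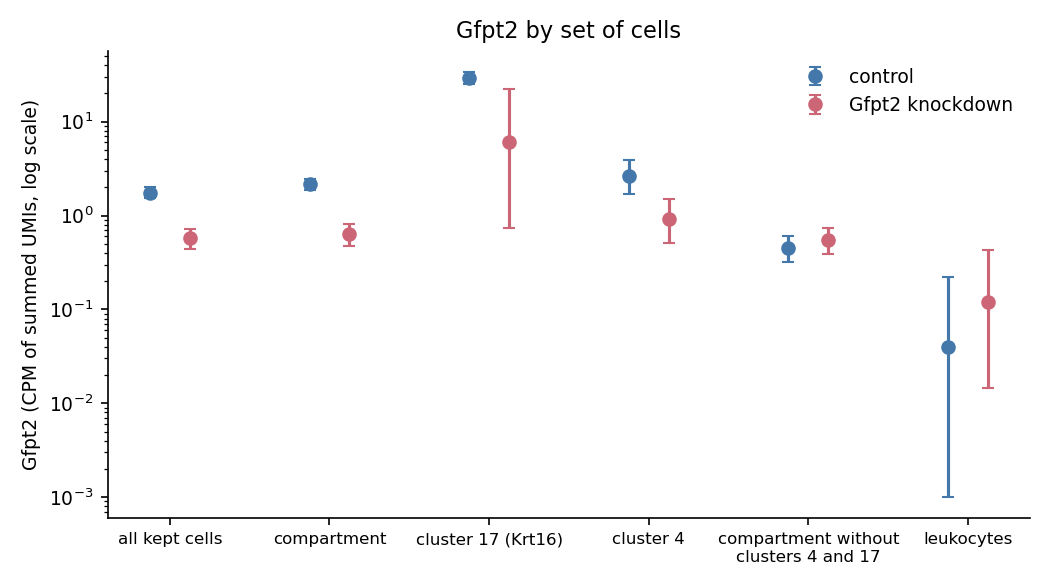
Gfpt2 level (CPM, log axis) in each library for groups of cells, as points with exact 95% Poisson intervals as bars; control is blue and knockdown is red. The knockdown level was lower over all kept cells (0.573 against 1.76 CPM). No difference was detectable in the compartment without clusters 4 and 17 (0.545 against 0.446 CPM, log2 ratio 0.29, -0.61 to 1.19). Those clusters had log2 ranges below 0 themselves, so leaving them out favours a smaller drop.

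The compartment was defined by what it lacked. Xist was at 3.24 CPM in the control compartment and 3.23 CPM in the knockdown compartment, against 545 and 536 CPM in the leukocyte-like cells of the same libraries. Ptprc was at 3.05 and 2.97 CPM there, against 362 and 453 CPM in leukocyte-like cells. Of the keratin and epithelial markers set for LLC cells, 3 were nearly absent from the compartment, with 9 control and 9 knockdown UMIs of Krt8, 1 and 6 of Krt18, and 4 and 6 of Epcam. Krt7 was low but above leukocyte-like cells, with 131 control and 88 knockdown UMIs, or 1.17 and 0.938 CPM, against 0.160 and 0.358 CPM. Other markers of the same list were present, such as Hmga2 at 225 CPM in the control and 224 CPM in the knockdown compartment, against 12.1 and 17.8 CPM in leukocyte-like cells. The 3 compartment clusters with fibroblast markers made up 20.4% (19.7 to 21.2) of kept control cells and 20.8% (20.01 to 21.5) of kept knockdown cells.

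The Xist-negative compartment made up 54.2% (53.3 to 55.2) of kept cells in the control library and 54.1% (53.1 to 55.0) in the knockdown library. Cells with a leukocyte name, called immune cells here, made up 42.8% (41.9 to 43.7) in the control library and 32.8% (32.0 to 33.7) in the knockdown library, a ratio of 0.768 (0.731 to 0.806). The alternative that moved this ratio most, Scrublet's own doublet threshold, gave 0.876. Unnamed clusters made up 2.90% (2.59 to 3.23) of control cells and 12.8% (12.2 to 13.4) of knockdown cells, and they were kept out of every class by rules partly set after the data were seen. With unnamed cells left out of the denominator, the immune share was 44.1% (43.1 to 45.04) in the control library and 37.7% (36.7 to 38.6) in the knockdown library, and the compartment share ratio became 1.11. Endothelial-like cells numbered 11 and 31, which is 0.103% (0.0515 to 0.185) of control cells and 0.271% (0.184 to 0.384) of knockdown cells.

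Among immune cells, 4563 in the control library and 3761 in the knockdown library, the main lineages had similar shares. Macrophage- and monocyte-like cells together made up 79.5% (78.3 to 80.7) in the control library and 79.3% (77.9 to 80.5) in the knockdown library. T- and NK-like cells together made up 18.2% (17.1 to 19.4) and 17.8% (16.6 to 19.0). Macrophage-like cells alone rose from 73.6% (72.3 to 74.9) to 76.9% (75.5 to 78.2), while monocyte-like cells fell from 5.92% (5.25 to 6.64) to 2.37% (1.90 to 2.90). T cell-like cells made up 15.9% (14.9 to 17.03) and 15.05% (13.9 to 16.2), NK-like cells 2.30% (1.89 to 2.78) and 2.74% (2.24 to 3.31), and dendritic-like cells 2.26% (1.85 to 2.73) and 2.95% (2.43 to 3.54). No neutrophil-like cluster was found in the joint clustering, so 0 of 4563 control and 0 of 3761 knockdown immune cells carried that name. That count gives no limit on the share, since such cells can sit inside other clusters. With each library clustered alone, 27 of 4589 control immune cells (0.588%, 0.388 to 0.855) formed such a cluster and 0 of 3569 knockdown immune cells did, and 20 of the 27 were in the monocyte-like cluster of the joint clustering.

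**Figure D2:**
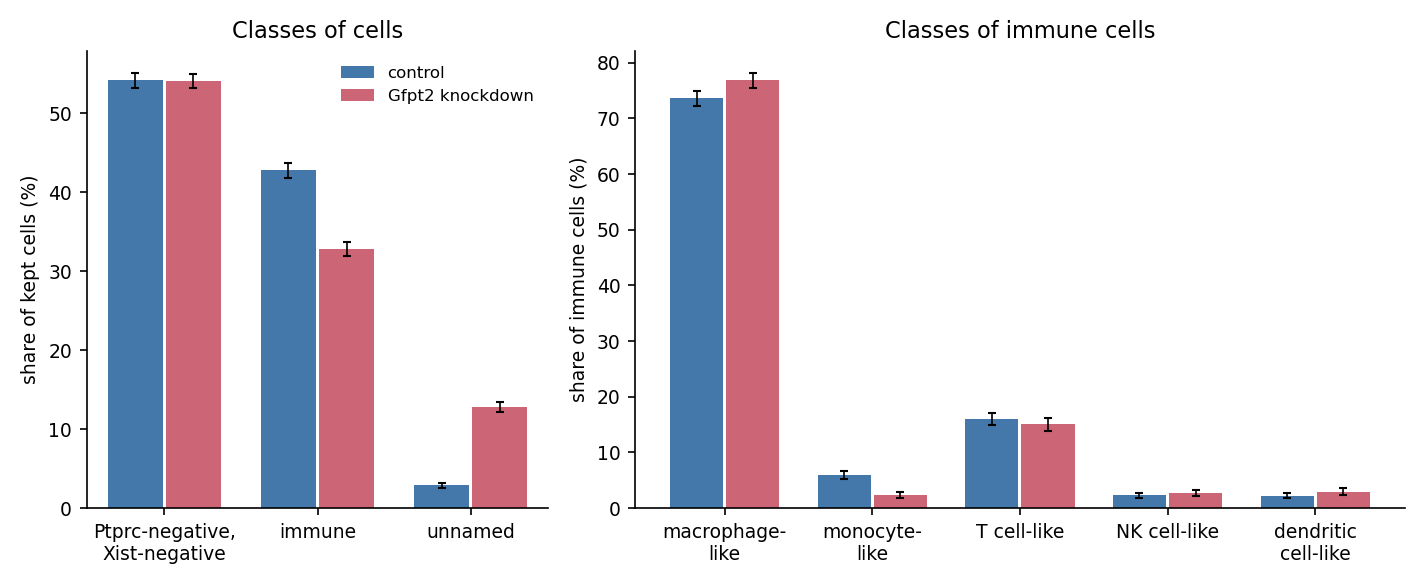
Share of kept cells (%, left) and share of immune cells (%, right) by class, as bars from 0 with exact 95% binomial intervals; control is blue and knockdown is red. The immune share was 42.8% and 32.8%, the unnamed share 2.90% and 12.8%, and the monocyte-like share of immune cells 5.92% and 2.37%.

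Shares of clusters within a class were compared in a clustering without the genes that lead a cluster or differ between the libraries, next to the clustering with all genes. Of T cell-like cells, cluster 12 made up 34.8% (31.3 to 38.4) in the control library and 48.1% (43.9 to 52.3) in the knockdown library without those genes, and 34.9% and 49.8% with all genes. Cluster 11 made up 65.1% (61.5 to 68.5) and 51.1% (46.9 to 55.3) of T cell-like cells without those genes, and 55.8% and 38.7% with all genes. In the clustering without those genes cluster 22 had no match of its own. Of all kept cells, with all genes, cluster 12 held 2.38% in the control and 2.46% in the knockdown library, and cluster 11 held 3.81% and 1.91%. Of macrophage-like cells, cluster 2, led by Ifnb1, Oasl1, Ifih1, Ccl4 and Ifit2, made up 50.1% (48.4 to 51.8) in the control library and 55.5% (53.7 to 57.3) in the knockdown library without those genes. With all genes the difference was wider, at 33.5% and 49.7%. Cluster 10 made up 16.9% (15.7 to 18.3) and 14.6% (13.3 to 15.9) of macrophage-like cells without those genes. Cluster 0 made up 28.2% and 21.96% without those genes, and its direction changed with each library clustered alone, where its ratio was 1.70. Among T- and NK-like cells, 832 in the control and 669 in the knockdown library, sub-clusters named CD4 helper-like made up 13.1% and 11.2%, and regulatory T-like 7.45% and 8.07%. Sub-clusters led by genes that differed between the libraries were not compared as types. They include the 1 named CD8-like, with 8.29% and 9.72%, and a pair left unnamed with CD8 as the best match, sub-cluster 0 with 16.0% (13.6 to 18.7) in the control and 24.7% (21.4 to 28.1) in the knockdown library, and sub-cluster 1 with 23.6% (20.7 to 26.6) and 14.6% (12.1 to 17.6).

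**Figure D3:**
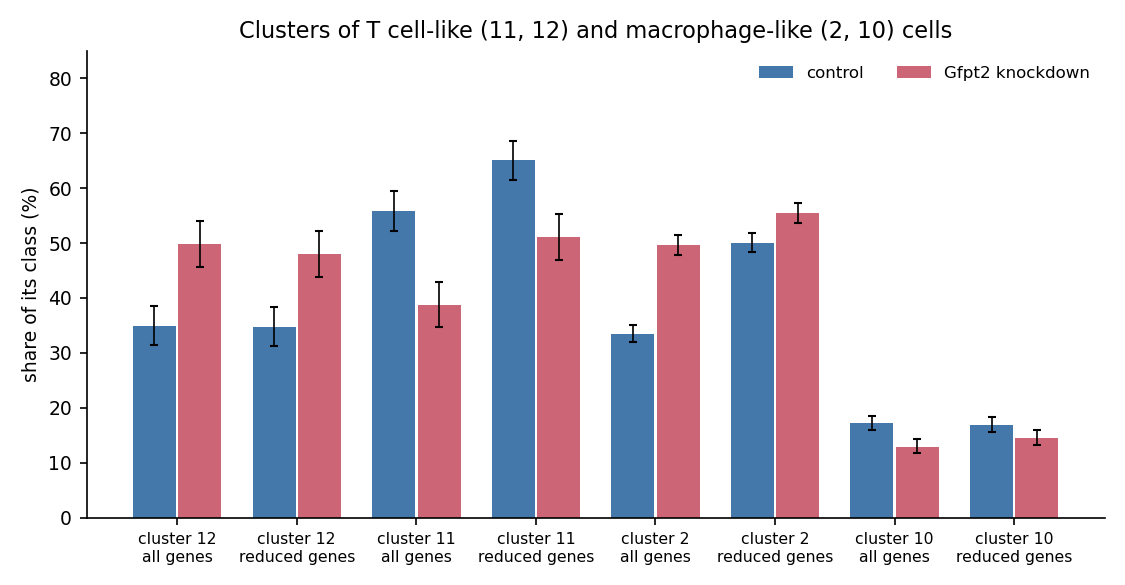
Share of T cell-like cells (clusters 12 and 11) and of macrophage-like cells (clusters 2 and 10) in %, by clustering with all genes and with reduced genes, as bars with exact 95% binomial intervals; control is blue and knockdown is red. Cluster 12 also differed with reduced genes (34.8% and 48.1%), and the difference in cluster 2 was smaller there (50.1% and 55.5%).

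Within the compartment, 96.6% of 16988 genes were within 2-fold between the libraries, and their median log2 ratio was 0.06. The named genes that were lower in the knockdown library were Igfbp4 (ENSMUSG00000017493), from 95.6 to 46.4 CPM, a log2 ratio of -1.04 (-1.11 to -0.97), Mmp2 (ENSMUSG00000031740), from 57.4 to 30.2 CPM, and Tnnt2 (ENSMUSG00000026414), from 58.2 to 30.9 CPM. The log2 ratio of Mmp2 was -0.93 (-1.02 to -0.84) and that of Tnnt2 was -0.92. A pair of others depended on cluster 17 of the control library. ENSMUSG00000120364, which has no symbol, had a log2 ratio of -0.58 (-0.66 to -0.51) and 49.6% of its control UMIs in cluster 17, and the alternative that moved it most, the compartment without cluster 17, gave 0.31. Prkg2 (ENSMUSG00000029334) had a log2 ratio of -0.53 (-0.59 to -0.47), and without cluster 17 it was -0.03. Without cluster 17 the ratios of Igfbp4, Mmp2 and Tnnt2 were -0.74, -0.77 and -0.89. The named genes with higher levels were Grm3 (ENSMUSG00000003974), from 28.9 to 63.0 CPM, a log2 ratio of 1.12 (1.04 to 1.21), Cryab (ENSMUSG00000032060), from 60.7 to 107 CPM, F3 (ENSMUSG00000028128), from 103 to 167 CPM, Sdk1 (ENSMUSG00000039683), from 69.8 to 113 CPM, and Arl6ip5 (ENSMUSG00000035199), from 159.6 to 249 CPM. Their log2 ratios after Grm3 lay between 0.64 (0.60 to 0.68) for Arl6ip5 and 0.82 (0.75 to 0.88) for Cryab.

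In macrophage-like cells, 97.4% of 13844 genes were within 2-fold. Higher in the knockdown library were Ifnb1 (ENSMUSG00000048806), from 33.8 to 79.9 CPM, a log2 ratio of 1.24 (1.05 to 1.43), AW011738 (ENSMUSG00000078349), from 34.1 to 75.6 CPM, and Ifit2 (ENSMUSG00000045932), from 198 to 423 CPM, a log2 ratio of 1.09 (1.01 to 1.17). Ifit3b (ENSMUSG00000062488), with a log2 ratio of 1.12, and Gbp2b (ENSMUSG00000040264), with 1.05, are close copies of other genes, so which copy the UMIs came from is uncertain. Lower were Ube2c (ENSMUSG00000001403), from 106 to 49.8 CPM, a log2 ratio of -1.09 (-1.26 to -0.92), and Birc5 (ENSMUSG00000017716), from 119 to 63.2 CPM, a log2 ratio of -0.91 (-1.07 to -0.76). Without doublet removal these became -0.65 and -0.34. The other 3 named lower genes were G530011O06Rik (ENSMUSG00000072844), Gm21860 (ENSMUSG00000095366) and Gm47283 (ENSMUSG00000096768), with log2 ratios of -1.27, -1.27 and -1.19, and their near-identical copies also leave the source of the UMIs uncertain.

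In T cell-like cells, 96.7% of 9953 genes were within 2-fold. Scart1 (ENSMUSG00000025461) fell from 122 UMIs to 4 UMIs, or 62.1 to 2.73 CPM, a log2 ratio of -4.51 (-6.64 to -2.89). Of the 123 Scart1 UMIs in control T- and NK-like cells, 93.5% lay in 1 gamma-delta T-like sub-cluster of 18 cells, which is led by Scart1 and held 0 of 669 knockdown cells. Gzma (ENSMUSG00000023132) was at 681 CPM in the control and 205 CPM in the knockdown library, a log2 ratio of -1.73 (-1.98 to -1.49), which was -1.29 with every cell weighted equally. Ly6c2 (ENSMUSG00000022584) had a log2 ratio of -0.93 (-1.21 to -0.66), Arhgap25 (ENSMUSG00000030047) of -0.96 (-1.65 to -0.30) and Gm47283, again with uncertain copies, of -1.07. Higher in the knockdown library were Ccl3 (ENSMUSG00000000982), from 106 to 313 CPM, a log2 ratio of 1.57 (1.23 to 1.90), Klrh1 (ENSMUSG00000071158), from 119.7 to 315 CPM, Nrgn (ENSMUSG00000053310), from 64.7 to 152 CPM, Prf1 (ENSMUSG00000037202), from 215 to 497 CPM, and Ccl1 (ENSMUSG00000020702), from 77.9 to 179.9 CPM. Their log2 ratios after Ccl3 lay between 1.21 (0.80 to 1.62) for Ccl1 and 1.40 (1.08 to 1.72) for Klrh1.

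Of the fixed lists in the compartment, interferon response had the highest median log2 ratio, 0.38 (0.36 to 0.39), at percentile 100 of the matched random lists, with all 18 genes higher. The alternative that moved it most, scaling by the median of ratios, gave 0.31. Cluster 16, led by Cmpk2, Cxcl10, Ifit3 and Rsad2, made up 2.23% (1.87 to 2.65) of the control and 3.57% (3.12 to 4.06) of the knockdown compartment. No list was computed within clusters of the compartment, so changes in cluster shares were not told apart from changes within cells. Mesenchymal state had a median of 0.21 (0.19 to 0.22) at percentile 100, with 12 of 18 genes higher, although Mmp2 of that list was lower (-0.93). Unfolded protein response had a median of 0.17 (0.16 to 0.20) at 99.97 and class I antigen presentation one of 0.17 (0.16 to 0.19) at 99.96. Chemokines and growth factors had a median of 0.14 (0.07 to 0.20) at percentile 98.56, and checkpoint ligands one of 0.14 (0.06 to 0.25) at 84.89. The hexosamine list had a median of 0.02 (-0.04 to 0.04) at percentile 33.12, and its sign changed to -0.05 under both TMM and the median of ratios. Proliferation was at -0.03 (-0.05 to -0.01), percentile 1.24, and glycolysis and hypoxia at -0.04 (-0.05 to -0.01), percentile 2.15.

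In macrophage-like cells the inflammatory list had a median log2 ratio of 0.39 (0.34 to 0.51) and the interferon list one of 0.35 (0.32 to 0.42), both at percentile 100. Class I antigen presentation had a median of 0.13 (0.11 to 0.15) at percentile 98.16. The alternative activation list had a median of -0.16 (-0.26 to -0.14) at percentile 0.72. Glycolysis and hypoxia had a median of -0.12 (-0.16 to -0.09) at percentile 1.41, and it changed direction to 0.01 without doublet removal. In T cell-like cells the effector and exhaustion list had a median of 0.31 (0.25 to 0.38) at percentile 100, although Gzma of that list was lower. The interferon list had a median of 0.16 (0.04 to 0.25) at percentile 98.9 there, and proliferation one of 0.07 (-0.02 to 0.21) at 70.4. The early response list, chosen later, had medians of 0.20 (0.18 to 0.23) in the compartment, 0.11 (0.10 to 0.16) in macrophage-like and 0.08 (-0.02 to 0.16) in T cell-like cells, at percentiles 100, 99.55 and 91.03.

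**Figure D4:**
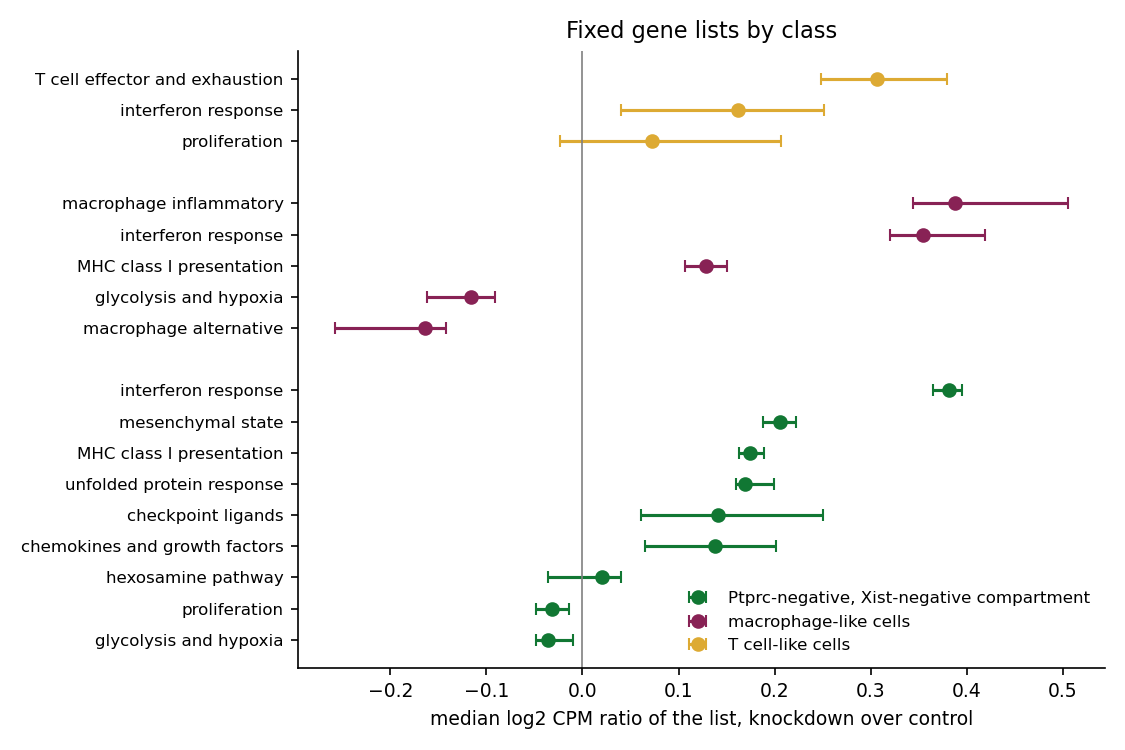
Median log2 CPM ratio (knockdown over control) of each fixed list, as points by class (compartment green, macrophage-like purple, T cell-like yellow), with bars for the counting range from Poisson redraws. Interferon response lay above 0 in all 3 classes (0.38, 0.35 and 0.16), and the hexosamine list (0.02) turned to -0.05 under other scalings.

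Ligand and receptor levels were compared because the series asks about communication between cells. Of the 25 pairs in 4 directions, 11 combinations had both genes above the level set for naming. From the compartment to macrophage-like cells, the receptor Cd74 had 11323 CPM in the control library and 16507 CPM in the knockdown library, a log2 ratio of 0.54 (0.53 to 0.56). The alternative that moved it most, no doublet removal, gave 0.38. Its ligands in the compartment, Mif and App, had log2 ratios of -0.01 (-0.02 to 0.00) and -0.03 (-0.07 to 0.01). In the same direction, Csf1 had a log2 ratio of 0.14 (0.07 to 0.20) with its receptor Csf1r at 0.00, Lgals9 one of 0.10 (0.03 to 0.16) with Havcr2 at 0.14, and Cd47 one of 0.06 with Sirpa at -0.02. From the compartment to T cell-like cells, Cxcl10 rose from 334 to 516 CPM, a log2 ratio of 0.63 (0.60 to 0.66), while its receptor Cxcr3 fell from 76.4 to 47.7 CPM, a log2 ratio of -0.68 (-1.27 to -0.10). Cxcl10 is a leading gene of cluster 16, whose share of the compartment was higher in the knockdown library. Its rise over the whole compartment was not told apart from that change in share. Havcr2, the receptor paired with Lgals9, was at 61.1 CPM in control and 117 CPM in knockdown T cell-like cells, a log2 ratio of 0.93 (0.45 to 1.42). From macrophage-like cells to the compartment, Spp1 fell from 1210.2 to 649 CPM, a log2 ratio of -0.90 (-0.95 to -0.85), with its receptor Cd44 at 0.04. Gas6 had a log2 ratio of -0.43 (-0.64 to -0.23) with Axl at -0.05, and Tgfb1 one of -0.16 (-0.27 to -0.06) with Tgfbr2 at 0.19 (0.13 to 0.24). Tgfb1 in T cell-like cells had a log2 ratio of 0.20 (-0.13 to 0.52).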

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

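Of the tests in this part, those on doublets of whole cells and on free RNA at the level of other droplets were chosen only after the result was seen. Of the 5 unnamed clusters, which no comparison of the report uses as a class, 4 had a higher share of cells in the knockdown library than in the control library beyond counting error. Cluster 9 held 8.38% (7.88 to 8.91) of knockdown cells and 0.216% (0.137 to 0.324) of control cells, or 960 and 23 cells. Cluster 13 held 2.64% (2.35 to 2.95) and 1.83% (1.58 to 2.10), with a median of 790.5 UMIs per knockdown cell and 776 per control cell. Cluster 19 held 1.33% (1.13 to 1.55) and 0.638% (0.496 to 0.808). Cluster 24 held 0.306% (0.213 to 0.425) and 0.103% (0.0515 to 0.185).

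In cluster 9, 63.1% of cells passed Scrublet's own doublet threshold, as did 51.4% in cluster 19 and 63.0% in cluster 24. Cluster 9 carried RNA of both the compartment and leukocyte-like cells. Doublets of 2 whole cells would hold more UMIs than single cells, yet the median of knockdown cluster 9 was 4108.5 UMIs, which is 0.305 times that of knockdown compartment cells (13453.5) and 0.925 times that of knockdown macrophage-like cells, so the table argues against such doublets for most of cluster 9. The 23 control cells of cluster 9 had a median of 19688 UMIs, so this argument covers the knockdown cells alone. For free RNA at the level found in other droplets, the median knockdown droplet of cluster 9 held an estimated 5.96 times the leukocyte UMIs of a compartment droplet (745 against 125). These are UMIs of leukocyte genes scaled by their share in leukocyte-like cells. The compartment was defined by low Ptprc and the genes were picked as low in it, so a higher level in cluster 9 was favoured in advance. This test therefore cannot decide the question. Free RNA captured with little RNA of a cell stayed open: the leukocyte share of RNA in knockdown cluster 9 was 19.9%, which is 1.31 times its share of the pooled RNA (15.2%). That test could have come out otherwise. The pool is the summed RNA of compartment and leukocyte-like cells, not RNA of empty droplets, so a similar share cannot show that the RNA was free. Broken cells or free RNA stay open as candidate explanations for many of these droplets, found and tested on the same data. The leukocyte share varied from droplet to droplet, with quartiles of 12.9% and 30.6% and percentiles 5 and 95 of 7.04% and 49.2%. RNA of 1 common pool would give similar shares. Counting error was not taken out, so how far this spread goes against such a pool was not decided. A cluster almost wholly from 1 library may also be that library rather than a type of cell, and a difference due to the knockdown was not tested. No test was run on clusters 13, 19 and 24.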

How the results depend on the processing

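Alternatives chosen only after the results were seen were Scrublet's own doublet threshold, unnamed clusters left out of the denominator, clusters with fibroblast markers left out, the compartment without cluster 17, the clustering without leading or differing genes, and the matching of clusters to other clusterings. No paired analysis was possible because each group had 1 library, the replicate numbers do not pair the libraries, and the results come from no test. A value counted as moved when it left the counting range of the main value.

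Of the values of the planned main results, 68 stayed within that range and 8 moved. Under Scrublet's own threshold the ratio (knockdown over control) of the compartment share became 1.04 and that of the immune share 0.876, from 0.997 and 0.768. With unnamed clusters left out of the denominator they became 1.11 and 0.855. The immune share ratio was 0.839 with no doublet removal and 0.724 with each library clustered alone, so it stayed below 1 under all alternatives run. With each library clustered alone the ratio of the macrophage- and monocyte-like share became 0.955, from 0.997, and the neutrophil-like share differed by -0.588 percentage points, from 0. For the denominator the cause is in its construction, since unnamed cells are mostly knockdown cells; for the others the cause was not tested. Gfpt2 stayed lower in the knockdown library over all kept cells under every alternative run, with log2 ratios from -1.71 to -1.53.

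Of the other values, 352 stayed within the range, 83 moved and 5 reversed, where a reversal needs a main value whose counting range leaves out 0, or 1 for a ratio. The hexosamine list, whose range includes 0, is among the moved values: its median of 0.02 changed sign to -0.05 under TMM and under the median of ratios and to -0.07 with every cell weighted equally. The ratio of the share of cluster 0 among macrophage-like cells, 0.759, reversed to 1.08 with no doublet removal, 1.04 at Leiden resolution 0.5 and 1.70 with each library clustered alone. In the first and second of these, clusters 0 and 2 fell into 1 cluster; for the last the cause was not tested. ENSMUSG00000120364 in the compartment went from -0.58 to 0.31 (log2) without cluster 17, which held 49.6% of its control UMIs. The glycolysis and hypoxia list in macrophage-like cells went from -0.12 to 0.0079 (percentile 59.09) with no doublet removal, and the cause was not tested. The settings with the most moved values were every cell weighted equally (22), TMM (13), the median of ratios (13) and no doublet removal (11); the scalings shift all genes of a class by the same amount.

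With each library clustered alone, no cluster of the knockdown library was led by Krt16, so cluster 17 has no share there, and clusters without a match in another clustering have no value. Depth limits Gfpt2 outside cluster 17, where 68 and 57 UMIs allow log2 ratios from -0.82 to 0.66.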

Other observations

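The tests in this part chosen only after the result was seen are both tests on Gfpt2, the test on Xist and the 3 tests on genes that differ between the libraries. The early response list behind the test on dissociation stress was also chosen after the data were seen, though before its own values were.

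Gfpt2 was lower in the knockdown library. A drop by the same factor across all cells of the Xist-negative compartment was argued against, since outside cluster 17 the log2 ratio was -0.075 (-0.82 to 0.66), while that of all kept cells was -1.61. This range comes from 68 and 57 UMIs, and with every cell weighted equally the ratio was -0.81. With the control clusters outside cluster 17 weighted by their knockdown shares it was -0.47 (-1.02 to 0.06), so a smaller drop in these cells stays open. Fewer cells in cluster 17 stay open as a candidate explanation for the drop over all kept cells: with cluster 17 alone at its knockdown share, the control level became 0.613 CPM, a log2 change of -1.52, and the observed knockdown level of 0.573 CPM differed from it by a log2 ratio of -0.10 (-0.56 to 0.34). With the shares of all clusters changed, the log2 change was -0.98 and the observed level lay below it by -0.63 (-1.23 to -0.04), but that result also rests on the share of cluster 4, which was not stable between clusterings. Lower levels within cells stay open too, since the log2 ratio was -1.53 (-2.93 to -0.18) within cluster 4 and -2.25 (-5.52 to -0.18) within cluster 17, the latter from 2 knockdown UMIs. Whether the hairpin caused either was not tested.

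Clusters 4 and 17 differed in their share of the compartment, with 7.91% in the control and 16.8% in the knockdown library for cluster 4 and 4.24% and 0.307% for cluster 17. Lower depth of the knockdown library as the whole cause was argued against, since at 5000 UMIs per cell the ratio of the cluster 17 share was 0.338 (4.50% and 1.52%) and that of cluster 4 was 1.48 (3.36% and 4.97%). Both differences were smaller than in the same cells before thinning, where cluster 17 held 4.56% and 0.315% and cluster 4 held 7.68% and 17.01%, so depth or the reassignment of cells may account for a large part of them. At that depth only 66.0% of cells returned to their own cluster, and 516 control and 798 knockdown cells with fewer UMIs were left out. For cluster 4, the ratio was 1.04 in the clustering without genes that lead a cluster or differ between the libraries. A boundary drawn on such genes stays open, but this ratio cannot decide it. A real change in the share would also make the leading genes of cluster 4 differ and be left out. Cluster 17 had no match in that clustering, so the same question stays open for it, and it may be a feature of 1 library.

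Xist was missing from the compartment, which includes the 3 clusters with fibroblast markers. A low Xist level is part of the rule for the compartment, so the test took all clusters with at least 3 fibroblast markers and no leukocyte or endothelial best match, whatever their Xist level, and these were the same 3. Host fibroblasts of a female mouse were argued against as the bulk of these clusters, since the highest Xist level, in control cells of cluster 14, was 3.75% of that of leukocyte-like cells (20.4 against 545 CPM, from 13 UMIs). Cluster 14 had low depth, and clusters 1 and 5 lay between 0.400% and 0.759% of the level of leukocyte-like cells. A minority of host fibroblasts within them was not excluded. The endothelial-like cluster 25, which also had 3 fibroblast markers, carried Xist at 486 and 496 CPM. The 3 clusters may be tumour cells with fibroblast markers. This stays open because Krt8, Krt18 and Epcam were nearly absent from the whole compartment and the labels give no sex of the line. The labels also give no sex of the host, but its leukocyte-like cells carried Xist (545 control and 536 knockdown CPM), as female cells do.

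Among macrophage-like cells, the share of cluster 2 was higher in the knockdown library. Lower depth was argued against, since at 2000 UMIs per cell the difference was 19.0 percentage points (33.2% and 52.2%), with 169 control and 311 knockdown cells left out and 80.3% of cells returned to their own cluster. In the clustering without genes that lead a cluster or differ between the libraries, the ratio was 1.11, against 1.48 with all genes. A boundary drawn on such genes stays open as an explanation, but this ratio cannot decide it. A real rise in the share would make genes that lead cluster 2 differ, so they would be left out too. Dissociation stress cannot be told apart from a change in the tumour, because the early response list was above the 95th percentile in the compartment and in macrophage-like cells and at 91.03 in T cell-like cells. The knockdown itself stays open, as untested.

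The interferon response list was higher in macrophage-like cells. Lower depth was not decided by thinning, because the list compares pooled UMIs, whose ratio random thinning leaves nearly unchanged at any depth. The median log2 ratio was 0.32 (0.28 to 0.45) at 2000 UMIs per cell. A change in the shares of the macrophage clusters alone was argued against, since the list was above the 95th percentile within 3 of 3 clusters, with medians of 0.30 in cluster 0, 0.20 in cluster 2 and 0.13 in cluster 10. The design confounds the knockdown with the library, its handling and the mouse, so a difference due to the knockdown stays open as untested.

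Among T cell-like cells, the share of cluster 12 was higher in the knockdown library. Of all kept cells, cluster 12 held 2.38% (2.10 to 2.69) in the control and 2.46% (2.19 to 2.76) in the knockdown library. Cluster 11 held 3.81% (3.45 to 4.19) and 1.91% (1.67 to 2.18). The higher share of cluster 12 within its class thus goes with fewer cells in cluster 11. A boundary drawn on genes that differ between the libraries was argued against. Without such genes the ratio of the cluster 12 share among T cell-like cells was 1.38, against 1.43 (1.18 to 1.72) with all genes. The effector and exhaustion list was also higher in T cell-like cells. A change in the shares of the T cell clusters alone cannot be told apart from a change within them, because the list was above the 95th percentile within 1 of 3 clusters, cluster 12 (median 0.29), and the clusters hold few cells. Within cluster 11 the median was 0.09 and within cluster 22 it was 0.19. Differences between the mice or between the libraries, and the knockdown, were not tested.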
